A study of Homo sapiens with 24 samples.

How the data were processed

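The samples were cultures of human neurons derived from H9 embryonic stem cells, an established line. The line carries a doxycycline-inducible NGN2 gene, and NGN2 is a transcription factor that drives stem cells towards a neuronal fate. Per the labels' protocols, the neurons came from 3 independent differentiation cohorts and were silenced on the day before harvest with TTX, a sodium channel blocker, and APV, an NMDA receptor blocker. Potassium chloride (KCl) depolarises neurons. RNA-seq measured total RNA, and ribosome profiling (Ribo) measured the RNA fragments that ribosomes protect from RNase, called footprints here. Per the labels' protocols, part of a cleared lysate was kept for RNA-seq, and the rest was digested with RNase I and pelleted through a sucrose cushion, with cycloheximide in the lysis buffer. That protocol text describes frozen brain tissue, so how far it holds for the cultures is not known here. Only the cultured neurons of the study were analysed here.

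The 24 libraries fell into 8 groups of 3, named in the titles of the labels. The KCl experiment had RNA and Ribo libraries at 0 and 6 h of KCl. The harringtonine experiment had RNA and Ribo libraries after 6 h of KCl with DMSO, the vehicle, or with harringtonine, a drug that holds ribosomes at the start of translation while those already elongating run off. The titles number the replicates 1 to 3 in every group, and the pairing of same-numbered libraries comes from those titles. The labels do not state that the same number stands for the same cohort in every group, so this was checked on the counts.

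The authors deposited 1 file of raw counts per library, with whole numbers for 79885 gene identifiers in the same order and 5 closing summary lines in the format of htseq-count. The aligner, genome build, gene model, strand setting and overlap mode are not stated in the labels or the files as read here. No normalization was applied to the deposited counts. The summary line for alignments that were not unique was 0 in all RNA libraries and held 16920870 to 562950103 records in the Ribo libraries, so the RNA and Ribo reads reached counting in a different form. Genes that share reads with a near-identical copy or that overlap another gene are therefore uncertain in both assays, and the treatment of multi-mapping reads differed between the assays. Counts cover whole genes, so footprints outside the main reading frame of a gene were not separated from those inside it.

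The identifiers belong to a scheme with the prefix lnckb, and the files do not pair them with gene names. Of the 79885 identifiers, 0 matched the name tables at hand, so no symbol, position, length or GC content was used here. The set tests planned for activity-regulated, ribosomal protein, mitochondrial and long non-coding genes, and the planned share of mitochondrial counts, need symbols and were not run. Checks on gene length and GC content are void for the same reason.

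Each comparison of 2 groups within an assay used edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 as its base. Genes were kept by filterByExpr, libraries were scaled by TMM, and the quasi-likelihood test was two-sided with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05. The Ribo to RNA ratio, a measure of translational efficiency, was tested as the interaction term of one model over the 12 libraries of an experiment. The standard error of a log2 fold change was its size divided by the square root of the test's F. TMM assumes that most genes do not change, so every fold change is relative to the bulk of genes and a general rise or fall in translation would not be seen. The replicate number was left out of these fits because the protocols state no paired test, and it was added as a block in a second fit. Whether the numbers pair the libraries was checked by the correlation, across genes, of the deviations of same-numbered libraries from their group means of log2 CPM with a prior count of 2, over genes with a mean of at least 1 CPM. Unpaired numbers would give about 0 on average over relabellings, but a single pairing of 3 libraries per group can differ from 0. No relabelling was run, so a positive value does not settle the pairing. Libraries of different numbers are no control, because centring on group means fixes their value.

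Library composition was compared by exact two-sided permutation tests of 3 against 3 libraries, where the smallest possible p is 0.1, with adjustment over 16 tests. Shares outside genes are of gene counts, reads outside genes and ambiguous reads together, called uniquely aligned reads here. In the RNA libraries no alignment was flagged as not unique, so whether all of these reads aligned uniquely is not known. The number of genes detected was computed for a common depth of 1000000 gene counts. Values given as CPM are counts per 1000000 gene counts of the library, without TMM. For single libraries, 95% intervals are exact Clopper-Pearson intervals, and the smallest share a library can show is 3 counts of its total. Whether molecular identifiers were used in counting is not stated in the labels as read here, so reads may not be independent molecules, and intervals and floors cover counting error only.

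The rule for naming genes was fixed before the data were examined. It asked for a symbol, an adjusted p under 0.05, a mean of at least 50 counts and the same direction in all 3 same-numbered pairs. No gene met it as written, because no symbol was at hand. It was applied without the symbol and limited to the 2 identifiers with the greatest rise and the 2 with the greatest fall in RNA at 6 h against 0 h of KCl. The identifiers lnckb.97493 and lnckb.43945 are named outside the rule and were chosen after their values were seen.

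Alternatives fixed before the data were examined were DESeq2 size factors, library totals alone, the DESeq2 1.42.0 Wald test, no filter on expression, a mean of at least 50 counts, the replicate block, one fit over 12 libraries, TMM within each assay, and leaving out each library in turn. Fits without genes that hold over 1% of a library were added after the data were seen. No pair of replicates within a group was found to be a duplicate, as the chi-square per degree of freedom was at least 4.005. Pairs across groups were not tested.

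The fits were tested on simulated counts drawn from the means and library sizes of the real libraries, with 200 changed genes. At a 2-fold change they recovered 76% of 100 genes for RNA and 77% for Ribo in the KCl experiment, and 46% for the ratio. In the harringtonine experiment they recovered 85% for RNA, 27% for Ribo and 17% for the ratio. At a 4-fold change recovery was 73% to 96% over the 6 comparisons. False calls numbered 4 to 8 per comparison. Simulated spread followed the trend of dispersion over expression, without spread specific to a gene or an outlying library. The adjusted threshold is stricter when few genes change, and the real harringtonine fits called 4857 genes in footprints and 4893 for the ratio. These figures therefore hold for the simulated setting and do not give recovery or false calls in the real fits.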

Results

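RNA abundance and ribosome footprints were measured in neurons derived from H9 human embryonic stem cells, in 8 groups of 3 libraries. Counts assigned to genes ranged from 4589294 to 15315841 in the RNA libraries and from 1191661 to 16100968 in the Ribo libraries. The shallowest library was replicate 3 of Ribo at 0 h, in which the smallest value that the depth could show was 2.52 CPM. In replicate 2 of Ribo at 0 h, the deepest library, it was 0.186 CPM.

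Libraries were not alike in composition. In the third RNA library at 6 h of KCl, 45.1% of uniquely aligned reads lay outside genes, against 17.7% and 17.3% in replicates 1 and 2. Its 10 highest genes held 43.7% of gene counts, against 9.60% and 9.76%. A single identifier, lnckb.97493, held 26.2% of its gene counts (exact 95% interval 26.2 to 26.3), against 2.09% (2.08 to 2.10) and 1.55% (1.54 to 1.56) in the other libraries of the group. At 0 h it held 2.49%, 2.66% and 2.82% of the RNA libraries, so replicates 1 and 2 at 6 h lay below every 0 h library and replicate 3 above. The same identifier held 11.3% (11.28 to 11.32) of replicate 3 of Ribo with DMSO and 10.2% (10.1 to 10.2) of replicate 3 of Ribo with harringtonine. In replicates 1 and 2 it held 0.907% and 0.929% with DMSO, and 1.60% and 1.60% with harringtonine. In every group except RNA with harringtonine, this identifier had its highest share in replicate 3. It was chosen after its values were seen, and its RNA difference between 6 h and 0 h, positive because of replicate 3, was not significant (log2 fold change 2.69, SE 0.992, adjusted p 0.0936, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

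Between groups, none of 16 composition comparisons passed adjustment, and 3 against 3 libraries allow no exact permutation p below 0.1. Footprint libraries with harringtonine had 40.3% ± 12.9 (SD, n = 3) of uniquely aligned reads outside genes, against 22.3% ± 2.87 (SD, n = 3) with DMSO (exact permutation p 0.1, adjusted 0.457). At a common depth of 1000000 gene counts they contained 18217 ± 494 genes (SD, n = 3), against 16387 ± 162 (SD, n = 3; exact permutation p 0.1, adjusted 0.457). Every harringtonine footprint library was above every DMSO footprint library in both measures. At the same common depth, RNA libraries at 6 h of KCl contained 15976 ± 823 genes (SD, n = 3). Those at 0 h contained 17102 ± 86.7 (SD, n = 3; exact permutation p 0.1, adjusted 0.457). Every 6 h RNA library of that experiment was below every 0 h RNA library. The harringtonine and DMSO RNA libraries had 11.0% ± 0.609 and 12.0% ± 1.33 outside genes (SD, n = 3 each; exact permutation p 0.3, adjusted 0.48). This test leaves out the replicate numbers. In each same-numbered pair the harringtonine RNA library was lower, at 10.6% against 10.9%, 10.6% against 11.6% and 11.7% against 13.4%. No paired test was run.

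**Figure D1:**
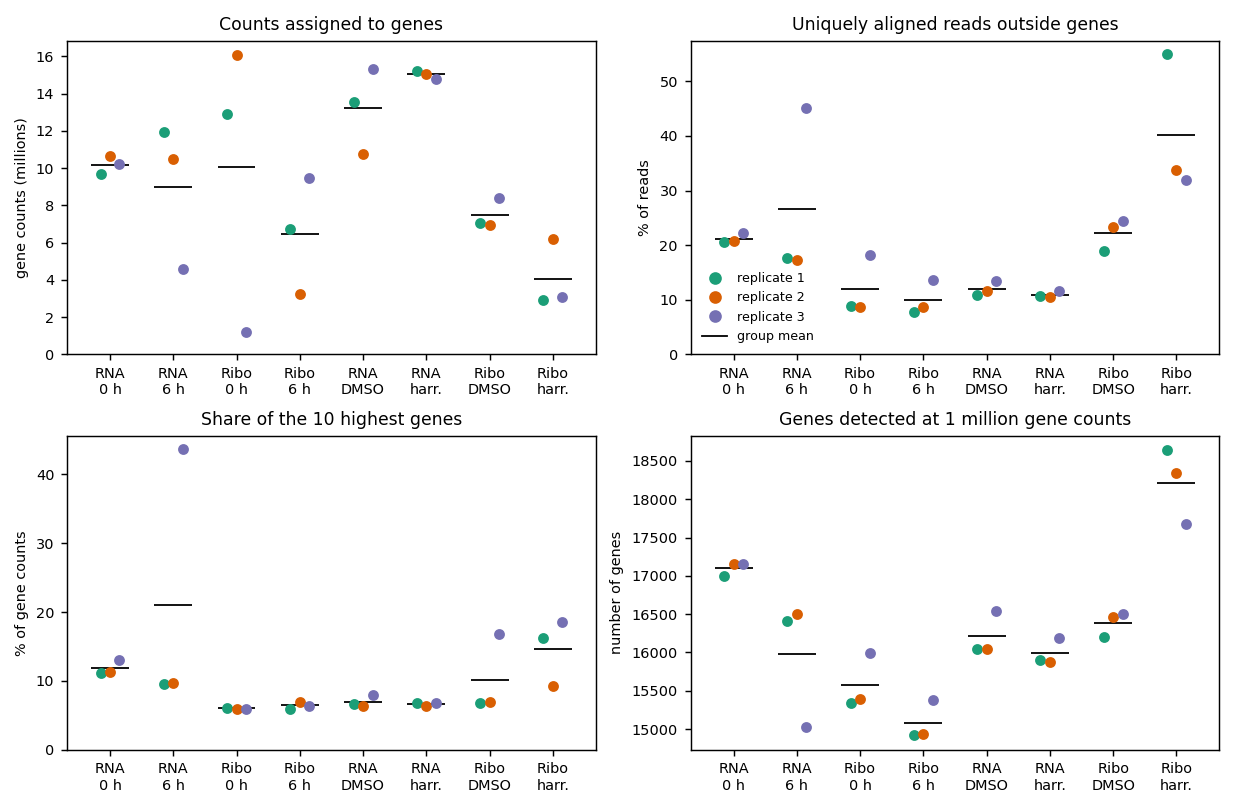
Composition of the 24 libraries by group, with 1 point per library coloured by replicate number and a line at the group mean. The panels show gene counts in units of 1000000, the percent of uniquely aligned reads outside genes, the percent of gene counts in the 10 highest genes, and the number of genes detected at 1000000 gene counts, on an axis that does not start at 0. Replicate 3 of RNA at 6 h stands at 45.1% outside genes and 43.7% in the 10 highest genes.

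The first comparison asked which RNAs changed over 6 h of KCl in silenced neurons. Of 14891 genes tested, 2134 were called, 1053 higher and 1081 lower at 6 h (edgeR's quasi-likelihood test, adjusted p under 0.05). Of these, 261 were at least 2-fold higher and 407 at least 2-fold lower. With the replicate number as a block, 2922 genes were called, and 2113 of the 2134 were among them. Deviations of same-numbered libraries correlated at 0.178 across genes. Leaving out replicate 3 at 6 h gave 3539 calls, with 2094 shared. The alternative that lowered the count most among those keeping all libraries was scaling by library totals alone, with 576 calls, of which 132 were higher and 444 lower. It moved the median of all genes to -0.27 on the log2 scale, where TMM placed it at -0.01.

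Genes named by the rule for the largest changes were lnckb.1800 and lnckb.36975 among those that rose, and lnckb.23056 and lnckb.4164 among those that fell. RNA of lnckb.1800 was at 0.0689 ± 0.119 CPM (SD, n = 3) at 0 h, with at most 2 counts in any library. At 6 h it reached 13.2 ± 6.44 CPM (SD, n = 3; adjusted p 1.18e-05, edgeR's quasi-likelihood test). This mean was at least 42.6-fold higher when the 0 h libraries are set to the highest of their floors. The bound is for the mean and not for each library, as replicate 3 at 6 h was at 6.755 CPM. RNA of lnckb.36975 rose from 0.370 ± 0.322 to 19.5 ± 7.28 CPM (SD, n = 3 each), a log2 fold change of 5.98 (SE 0.349, adjusted p 6.71e-06, edgeR's quasi-likelihood test). RNA of lnckb.23056 went from 10.4 ± 0.588 to 0.874 ± 0.603 CPM (SD, n = 3 each), a log2 fold change of -3.63 (SE 0.42, adjusted p 0.000379, same test). For lnckb.4164 the values were 15.6 ± 4.81 and 2.40 ± 0.0199 CPM (SD, n = 3 each), a log2 fold change of -2.48 (SE 0.305, adjusted p 0.000545, same test). At 6 h with DMSO, in the separate experiment, mean RNA was 17.9 CPM for lnckb.1800, 42.8 for lnckb.36975, 0.488 for lnckb.23056 and 3.03 for lnckb.4164 (n = 3 each).

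**Figure D2:**
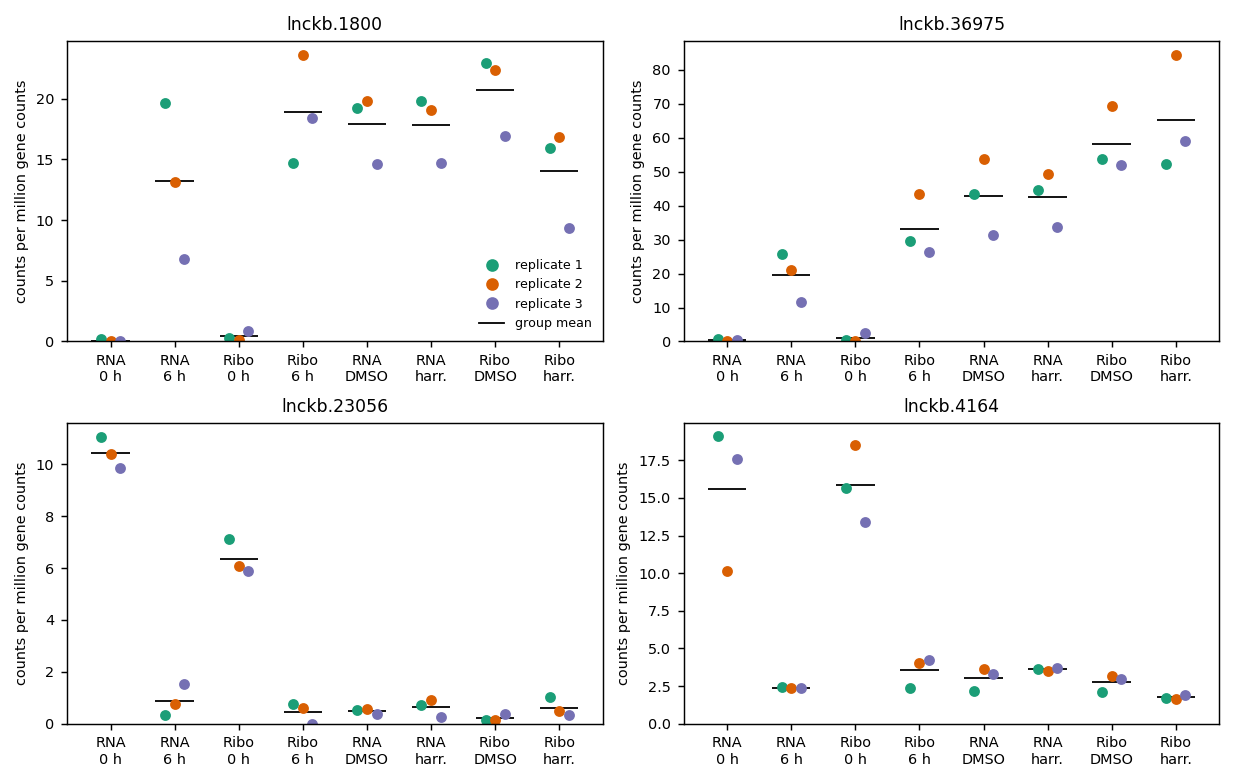
Counts per 1000000 gene counts (CPM) of the 4 genes named by the rule, by group, with 1 point per library coloured by replicate number and a line at the group mean. In the RNA libraries lnckb.1800 lies at 0.0689 CPM on average at 0 h and 13.2 at 6 h, and lnckb.23056 at 10.4 and 0.874.

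Footprints were compared in the same way to ask which genes changed in ribosome occupancy. Among 13433 genes tested, 1976 were called, 980 higher and 996 lower at 6 h, with 309 at least 2-fold higher and 365 at least 2-fold lower. The fit with the replicate block called 3820 genes, of which 1963 were shared, and same-numbered deviations correlated at 0.206. This was the alternative with all libraries that moved the count most. Under library totals alone 2372 genes were called, 655 higher and 1717 lower, with the median of all genes at -0.14 on the log2 scale. Footprints of the named genes changed by log2 6.34 (SE 0.426, adjusted p 3.14e-05) for lnckb.1800 and 7.11 (SE 0.605, adjusted p 0.000113) for lnckb.36975, in edgeR's quasi-likelihood test. For lnckb.23056 and lnckb.4164 the log2 changes were -3.93 (SE 0.643, adjusted p 0.0038) and -2.09 (SE 0.266, adjusted p 0.00111), in the same test. The 0 h footprint libraries held 0 to 4 counts of lnckb.36975 and 1 to 4 of lnckb.1800. The 6 h footprint libraries held 0 to 5 counts of lnckb.23056, so the sizes of these 3 changes are uncertain. For lnckb.36975 the log2 change was 5.72 in the DESeq2 test, 6.02 without replicate 2 of Ribo at 0 h and 7.86 without replicate 3. Leaving out 1 library at a time gave 5.739 to 6.693 for lnckb.1800 and -5.037 to -3.055 for lnckb.23056.

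Across the 12735 genes tested in both assays, the RNA and footprint changes correlated at Pearson 0.759 and Spearman 0.753. Genes are not independent replicates, so no p is given for this relation. Both assays called 1081 genes, where 294 would be shared if the calls were independent, and 1079 of the 1081 changed in the same direction. Among the 878 genes called only in RNA, 95.9% had a footprint change of the same sign, and among the 831 called only in footprints, 95.1% had an RNA change of the same sign. These counts rest on the fits without the replicate block. With the block, 2922 genes were called in RNA and 3820 in footprints, and the split was not counted for those fits.

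**Figure D3:**
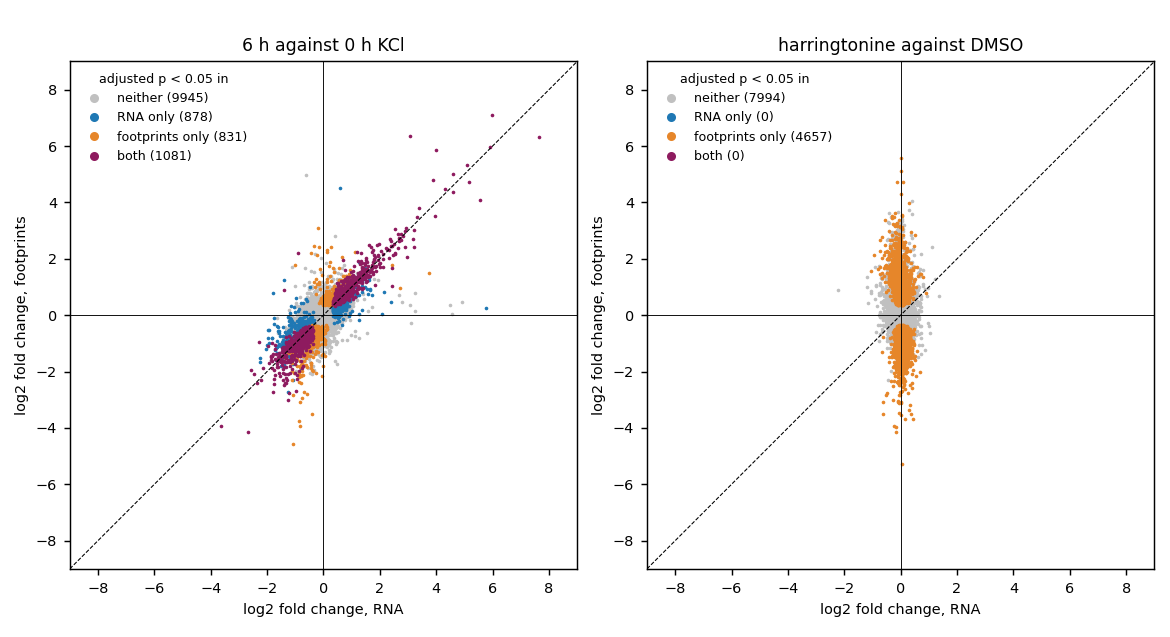
Log2 fold change of footprints against that of RNA, 1 point per gene tested in both assays, for 6 h against 0 h of KCl and for harringtonine against DMSO. Colours mark the assay in which a gene was called, the legend gives their number, and the dashed line marks equal change. In the KCl panel 1081 genes were called in both assays, and in the harringtonine panel no gene was called in RNA.

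The interaction model asked which genes changed in footprints by another amount than in RNA. Of 15818 genes tested, 9 were called, 8 with a higher and 1 with a lower Ribo to RNA ratio at 6 h. The 8 increases ranged from 1.05 to 3.32 on the log2 scale. An unadjusted p under 0.05 was found for 735 genes, where 791 would be reached by chance. The gene with the lower ratio was lnckb.43945, named because it stood alone and after its values were seen (log2 change of the ratio -1.78, SE 0.302, adjusted p 0.0319, edgeR's quasi-likelihood test). Its RNA went from 24.6 ± 2.33 to 16.6 ± 3.08 CPM and its footprints from 9.51 ± 1.74 to 2.28 ± 0.519 CPM (SD, n = 3 each). These CPM are not scaled by TMM, whose factor was 0.616 for replicate 3 of RNA at 6 h. With TMM its RNA change was -0.28 on the log2 scale (SE 0.149, adjusted p 0.232, not called, edgeR's quasi-likelihood test). Its footprint change was -2.04 (SE 0.302, adjusted p 0.00234, same test). It was not called with the replicate block, with a block per lysate, under library totals alone, or in 10 of the fits that each left out a library. With the replicate block 8 genes were called, all 8 shared, and with a block per lysate 9 were called, of which 6 were shared. Same-numbered deviations correlated at 0.0726 on average over 18 pairs (-0.0301 to 0.237), which mix pairs within an assay with pairs of RNA and Ribo. Within an assay the averages were 0.178 and 0.206, so pairs of RNA and Ribo were lower. The block per lysate assumes that same-numbered RNA and Ribo libraries share a lysate, which these values do not show. Without a filter on expression 68 genes were called, 43 higher and 25 lower. None of the 4 genes named by the rule was called for the ratio, with log2 changes of -1.29 (SE 1.06) for lnckb.1800, 1.14 (SE 1.02) for lnckb.36975, -0.35 (SE 0.881) for lnckb.23056 and 0.40 (SE 0.436) for lnckb.4164. The value for lnckb.1800 was -3.71 without replicate 1 of RNA at 0 h and -0.76 without replicate 2. Replicate 1 was the only RNA library at 0 h with any count of this gene.

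Harringtonine was compared with DMSO to learn how footprints shift when ribosomes are held at initiation. In RNA, 0 of 15133 genes were called, and 697 had an unadjusted p under 0.05 where 757 would be reached by chance. The smallest adjusted p was 0.438 (edgeR's quasi-likelihood test). With the replicate block 151 genes were called, 127 higher and 24 lower, with a median size of 0.33 on the log2 scale, and 6 of them changed at least 2-fold. Same-numbered deviations correlated at 0.225. When the arms were exchanged within the second pair, the third pair or both, the same block fit called 5, 2 and 1 genes.

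In footprints, 4857 of 13704 genes were called, 2193 higher and 2664 lower with harringtonine, with 1176 at least 2-fold higher and 1211 at least 2-fold lower. The replicate block gave 5295 calls, of which 4577 were shared, and same-numbered deviations correlated at 0.342. Among alternatives that kept all libraries of the comparison, fitting all 12 libraries together moved the count most, to 6927, of which 4841 were shared. Leaving out replicate 1 with DMSO lowered it to 2694, of which 2670 were shared. The common biological coefficient of variation was 0.288 in this comparison, against 0.16 for footprints in the KCl experiment, so replicate spread was wider here. Spearman correlations between the harringtonine footprint replicates were 0.9172, 0.9517 and 0.9663, the lowest within any group. Replicate 1 of these had 55.1% of uniquely aligned reads outside genes, more than any other library. For the Ribo to RNA ratio, 4893 of 16027 genes were called, 1983 higher and 2910 lower. The replicate block gave 5247 calls for the ratio, with 4781 shared, and a block per lysate gave 4727, with 4434 shared. Same-numbered deviations correlated at 0.12 on average over 18 pairs (-0.0346 to 0.503), which mix pairs within an assay with pairs of RNA and Ribo. Within an assay the averages were 0.225 and 0.342, so pairs of RNA and Ribo were lower, and a shared lysate is not shown here either. Across the 12651 genes tested in both assays, RNA and footprint changes correlated at Pearson -0.174.

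**Figure D4:**
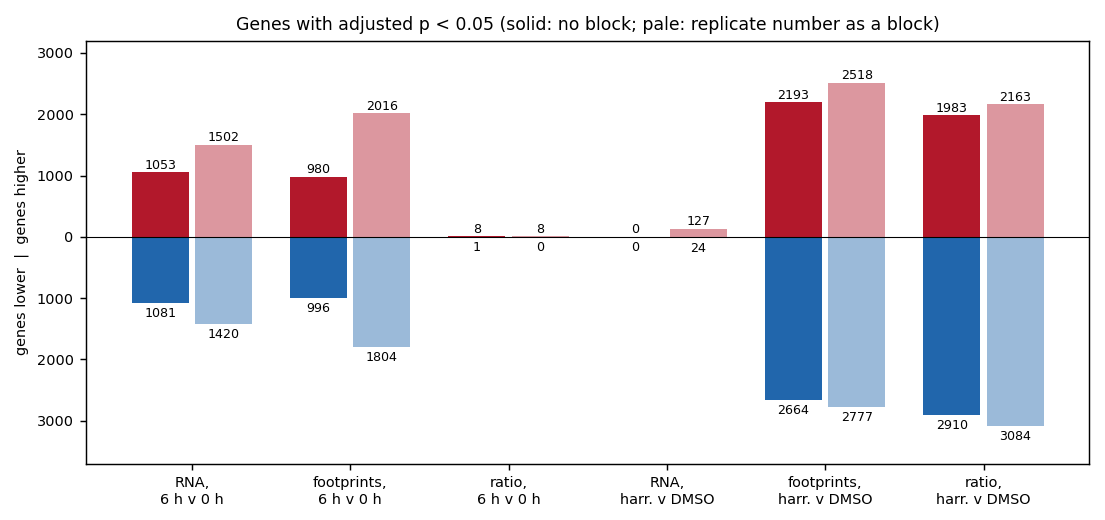
Number of genes called in each of the 6 comparisons, with genes that were higher drawn above 0 and genes that were lower drawn below 0. Solid bars are fits without a block and pale bars have the replicate number as a block. The ratio at 6 h against 0 h has 8 higher and 1 lower gene without the block, and RNA with harringtonine has 0 without the block and 151 with it.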

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

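The tests given here were chosen after the result was seen. Alignments that were not unique are outside the main measurement. Per gene count, the harringtonine footprint libraries held 85.9 ± 17.6 such records (SD, n = 3), against 40.5 ± 13.8 in the DMSO footprint libraries (SD, n = 3; exact permutation p 0.1, the smallest that 3 against 3 allow). It stood out because these records are not used in any comparison of genes and were above the level in the control libraries. The records count alignments rather than reads, so a read with many positions counts many times. More records in the library were weighed against the KCl experiment, where the 1 footprint library with at least as many records as the harringtonine library with the fewest had a ratio of 25.3. Fewer gene counts in the library were weighed likewise: the 2 footprint libraries of that experiment with no more gene counts than the deepest harringtonine library had ratios of 14.2 and 16.5. The lowest harringtonine ratio was 66.3. Neither comparison can decide on depth, because every footprint library of the KCl experiment lay below every DMSO footprint library. Their ratios were 8.47 to 14.2 at 0 h and 9.55 to 25.3 at 6 h, against 31.8 to 56.4 with DMSO. Within the harringtonine experiment, 4 pairs had more records in the DMSO than in the harringtonine library. The harringtonine ratio was higher in all 4, which was certain because every harringtonine ratio lay above every DMSO ratio. Within groups, the library with fewer gene counts had the higher ratio in 1 of 6 pairs. These pairs share libraries, and they go against an effect of fewer gene counts within groups only. Every DMSO footprint library had more gene counts (at least 6964552) than every harringtonine footprint library (at most 6189605). Depth in gene counts thus cannot be told apart from treatment between these groups and remains an explanation. Reads from repeated genes such as ribosomal RNA, and how the reads were aligned, were not tested and remain. An effect of harringtonine, which the design offers as a biological explanation, remains too.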

How the results depend on the processing

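Scaling by library totals alone gave 576 genes in RNA at 6 h against 0 h, with 22.9% of the calls higher against 49.3% under TMM, and 27.6% against 49.6% in footprints. It moved the median of all genes for the ratio at 6 h to 0.11 on the log2 scale. Leaving out genes over 1% of a library, an alternative chosen after seeing the data, gave 2164 calls in RNA at 6 h. The replicate block gave 3820 genes in footprints at 6 h and 151 in RNA with harringtonine. The DESeq2 test gave 15 genes for the ratio at 6 h and 17 for RNA with harringtonine, and no filter on expression gave 68 and 94. The cause was not tested for these. For counts of genes, the other alternatives with all libraries were within 1.5 times the main counts.

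Across the fits that each left out one library, calls ranged from 796 to 3539 for RNA at 6 h, from 673 to 2371 for footprints at 6 h, from 2 to 10 for the ratio at 6 h, from 0 to 11 for RNA with harringtonine, from 2694 to 5094 for footprints with harringtonine and from 3960 to 5379 for its ratio. The 3539 came from leaving out replicate 3 of RNA at 6 h.

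The difference between 6 h and 0 h in the share of the 10 highest genes in footprints was 0.423 points, -0.136 as a share of all records and 1.24 for the 50 highest genes. The share outside genes rose by 18.0 points in footprints with harringtonine and by 0.217 as a share of all records, which include those that are not unique. The rise was 10.6 points without replicate 1 of Ribo with harringtonine and 22.1 without replicate 3 of that group. The share of the 10 highest genes with harringtonine went from 4.51 points in footprints to -0.0594 as a share of all records. It was 2.58 points without replicate 3 of Ribo with harringtonine and 7.83 without replicate 3 of Ribo with DMSO. In RNA at 6 h, leaving out replicate 3 turned the differences of 9.17 points (10 highest genes) and 5.53 (outside genes) into -2.17 and -3.67. Leaving out replicate 3 of Ribo at 0 h turned -1.91 points outside genes into 1.21. Leaving out replicate 3 of RNA with DMSO turned -0.334 points for the 10 highest genes into 0.165.

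Alternatives were run for the 4 genes named by the rule and for lnckb.43945 in RNA, footprints and the ratio at 6 h, and for lnckb.97493 in RNA. Of these values, 237 kept direction and side of the threshold, 13 were weaker, 3 stronger and 3 reversed. The 13 all belong to the ratio of lnckb.43945. The 3 stronger values belong to lnckb.97493, called with no filter, with all 12 libraries in one fit and without replicate 2 of RNA at 6 h. Its log2 change ranged from -0.48 to 3.23 across the fits that each left out one library and was negative only without replicate 3 of RNA at 6 h. With the replicate block it was 0.80. The other 2 reversed values belong to the ratio of lnckb.23056, never called, which was between -1.49 and 0.54 across its alternatives and reached 0.25 and 0.54 without replicate 3 of RNA or of Ribo at 6 h. The set tests were not run, as gene symbols were not used here. For the ratio, simulated 2-fold changes were recovered for 46% of genes at 6 h and 17% with harringtonine. These simulations changed 200 genes, far fewer than the 4893 called for the ratio with harringtonine, so the 17% does not describe that fit. Depth limits what the shallowest library, replicate 3 of Ribo at 0 h, can show to 2.52 CPM.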

Other observations

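The tests in this part were fixed before their results were seen, except the chi-square of replicate 3 of RNA at 6 h, the depths to which libraries were drawn, and the exchanges within pairs under the block, which were chosen after. Other splits of the 6 cultures of a comparison were fitted as well. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many genes as the real split in RNA at 6 h, in footprints at 6 h, in the ratio at 6 h, and in footprints and the ratio with harringtonine. In RNA with harringtonine, where 0 genes were called and 697 had an unadjusted p under 0.05, 4 of 4 did, which is certain for a count of 0 and shows nothing. With the replicate block the real split gave 151 genes there, and the exchanges within pairs gave 5, 2 and 1. The 6 splits that keep some pairs together gave 0 to 4 genes over the 6 comparisons. So few splits allow no share under 0.05.

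Replicate 3 of RNA at 6 h correlated less with its group than the other libraries of that group did with each other. Lower depth was tested by drawing replicates 1 and 2 down to its 4589294 gene counts: they kept a Spearman correlation of 0.989 with each other, against 0.97 with replicate 3, so depth does not account for the gap. A few genes taking most of the counts was tested by leaving out 10 genes over 1%, which hold 43.3% of its counts and 8.57% and 8.82% in replicates 1 and 2. Its highest Pearson correlation with them was 0.968 with all genes and 0.9699 without, but so few genes hardly move a correlation across genes, so this shows little. By chi-square over the other genes, the value per degree of freedom with replicates 1 and 2 fell from 290 and 276 to 37 and 34, against 4.92 between replicates 1 and 2. The 10 genes thus carry much of the difference but not all of it. Another quality of the input RNA, or reads of another origin, was not tested and the pattern cannot be told apart from these.

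Genes called in RNA at 6 h against 0 h might reflect a difference specific to the libraries of that experiment. The DMSO RNA libraries of the other experiment, also at 6 h of KCl, lay nearer to the 6 h mean than to the 0 h mean for 86.8% of the called genes and for 61.1% of genes not called. The share was 85.6% among higher and 88.0% among lower genes. This goes against that explanation for most called genes. Other explanations, among them gene length and GC content, were not tested.

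Footprint changes under harringtonine differed widely between genes. A candidate explanation is a larger share of fragments in proportion to RNA abundance, that is, background, in the harringtonine libraries. It predicts a negative relation with the Ribo to RNA ratio, which was taken from the 6 h libraries of the KCl experiment so that no library entered both sides. Across 13094 genes the Spearman correlation was -0.343, and -0.337, -0.316 and -0.327 in the 3 same-numbered pairs. Over 4 equal bins of genes from the lowest to the highest ratio, the median change was 0.46, 0.08, -0.17 and -0.38 on the log2 scale. Among genes with a mean of at least 50 counts it was -0.356, which leaves the library depth as it was and does not test it. With all 6 footprint libraries drawn down to 2945553 gene counts it was -0.345 over 11681 genes, so a difference in depth does not account for the relation. The RNA change had a correlation of 0.178 with the same ratio, of the opposite sign. Run-off of elongating ribosomes, a biological explanation, predicts the same sign as background and may contribute. These cannot be told apart here, and gene length and GC content were not tested.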
